# Selenomethionine against titanium particle-induced osteolysis by regulating the ROS-dependent NLRP3 inflammasome activation via the β-catenin signaling pathway

**DOI:** 10.3389/fimmu.2023.1171150

**Published:** 2023-07-20

**Authors:** Ruixuan Yu, Yongjian Yuan, Zhicheng Liu, Long Liu, Zhaoning Xu, Yunpeng Zhao, Chunwang Jia, Pengfei Zhang, Hang Li, Yuhao Liu, Yi Wang, Weiwei Li, Lin Nie, Xuecheng Sun, Yuhua Li, Ben Liu, Haichun Liu

**Keywords:** selenomethionine, titanium particle-induced osteolysis, β-catenin, inflammatory osteolysis, NLRP3

## Abstract

Wear debris-induced osteolysis, especially titanium (Ti) particles-induced osteolysis, is the most common cause of arthroplasty failure with no effective therapy. Previous studies have suggested that inflammation and impaired osteogenesis are associated with Ti particles -induced osteolysis. Selenium (Se) is an essential trace element in the human body, which forms selenomethionine (Se-Met) in nature, and selenoproteins has strong anti-inflammatory and antioxidant stress effects. In this study, the effects of Se-Met on Ti particles-induced osteolysis were observed and the potential mechanism was explored. We found that exogenous Se-Met relieved osteolysis induced by Ti particles in two animal models and MC3T3-E1 cells. We found that the addition of Se-Met effectively inhibited Ti particle-induced inflammation by regulating reactive oxygen species-dependent (ROS-dependent) NOD-like receptor protein 3 (NLRP3) inflammasome activation. These therapeutic effects were abrogated in MC3T3-E1 cells that had received a β-catenin antagonist, suggesting that Se-Met alleviates inflammatory osteolysis via the β-catenin signaling pathway. Collectively, these findings indicated that Se-Met may serve as a potential therapeutic agent for treating Ti particle-induced osteolysis.

## 1 Introduction

Total joint arthroplasty (TJA) is one of the most effective surgical procedures for treating terminal rheumatic arthritis and severe osteoarthritis, providing pain relief and improving the patients’ quality of life. As the aging population is growing worldwide and the number of patients undergoing this surgery is increasing each year, the demand for TJAs is predicted to increase substantially (1). Therefore, the side effects of TJAs during long-term follow-up are a major concern, especially wear debris-induced osteolysis, which is considered to trigger implant loosening and affect the longevity of the implant (2, 3). It is mainly caused by a chronic inflammation reaction triggered by debris, including Ti particles (4), and disrupts bone homeostasis by stimulating various cell types, such as osteoblasts, osteoclasts, macrophages, and fibroblasts, to secrete proinflammatory cytokines, including IL-6, IL-1β, and tumor necrosis factor alpha (TNF-α) (5). Bone homeostasis is based on the balance between osteogenesis and bone resorption, and previous studies have focused on increased osteoclastic bone resorption (6), which has been mainly related to osteoclasts and macrophages (7), but the effect of osteoblasts is of great importance.

Se is an essential trace element in the human body and has been proven to exert biological functions in various systems (8), and Se-Met is one of the main natural forms of Se in living organisms (9). Selenoproteins is considered of great importance in inflammation and immunity, adequate levels of Se are necessary for initiating immunity (10), and previous studies have shown that Se treatment enhances the osteoblastic differentiation of bone marrow stromal cells (BMSCs) and inhibits the differentiation and formation of mature osteoclasts (11), facilitating osteogenic differentiation and bone healing. Selenium nanoparticles were recently found to suppress NLRP3 inflammasome activation in acute kidney injury mouse model (12), while a Se-deficient diet can suppress the expression of selenoprotein, which has an anti-oxidant function, and causes mitochondrial dysfunction and apoptosis of chondrocytes (13). Considering the physiological role of Se and selenoproteins in anti-oxidation and the detrimental effects of oxidative stress and inflammation in wear debris-induced osteolysis, whether Se can play a role in wear debris-induced inflammatory reactions and osteogenic inhibition remains unknown.

The NLRP3 inflammasome is a critical component of the innate immune system (14), and several studies have revealed that the NLRP3 inflammasome contributes to the pathogenesis of wear debris mediated inflammatory osteolysis (15) and is related to the induction of inflammatory mediators such as prostaglandin E2 (PGE2), TNF-α, and IL-1β (16), and Ti particle-induced reactive oxygen species production and structural changes in the mitochondria have been verified (17), thus providing proof of concept that pharmacological inhibition of the NLRP3 inflammasome is a viable therapeutic strategy. It has been reported that inflammation and osteogenesis inhibition are attenuated through activation of the β-catenin signaling pathway in Ti particle-induced osteolysis (18), and Se-Met has been shown to alleviate many inflammatory reactions (19–21).

This study aimed to investigate the role of Se-Met in Ti particle-induced osteolysis. In this study, we plan to determine the function of Se-Met in Ti particle-induced osteolysis in animals models and MC3T3-E1 cells, and we will explore the potential involvement and underlying mechanisms of NLRP3 inflammasome in the Ti particle-induced osteolysis following Se-Met treatment.

## 2 Methods

### 2.1 Preparation of Ti particles

Ti particles (catalog #IRMM531A) were purchased from Sigma Corporation (Sigma, St. Louis, MO, USA) and scanned using a scanning electron microscope, as shown in **Figure 1E**. The sizes and distributions of the Ti particles have been previously measured and reported. The average size of the Ti particle was 3.31 ± 2.38 μm. Ti particles were soaked in 75% alcohol for 24 h and then rinsed thrice with sterile water, heated at 180° for 8 h. Then, the Ti particles were immersed in sterile PBS. The imulus assay (LAL, Biowhittaker, USA) was used to detect the liquid in which the particles were soaked to ensure that the endotoxin levels were under 0.3 EU/ml. Titanium rods, 10 mm in length and 1 mm in diameter, were purchased from Sigma (St. Louis, MO, USA). After cleaning the rods thrice with 75% alcohol, the rods were sterilized by autoclaving and subsequently placed under sterile conditions until use.

**Figure 1:**
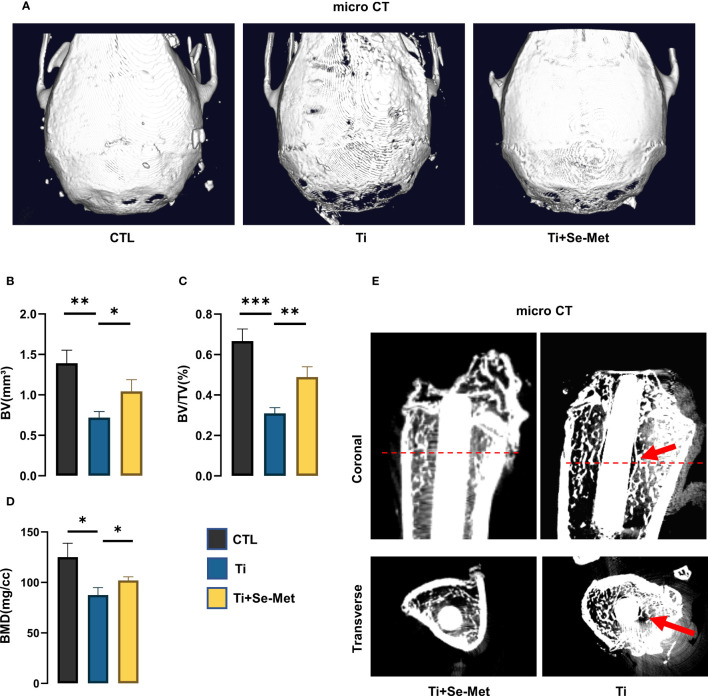
Se-Met attenuated Ti-particle-induced osteolysis. **(A)** Representative images of 3D reconstruction of mouse cranial bones; **(B-D)** quantitative analysis of BV, BV/TV (%), BMD (mg/cc); **(E)** Representative images of rat femurs, identified with red arrows showing osteolysis area. *P < 0.05, **P < 0.01, ***P < 0.001.

### 2.2 Animals and Ti particles–induced osteolysis model

The experimental procedures were approved by the institutional Animal Care and Use Committee of Shandong University, and met the guidelines for the Care and Use of Laboratory Animals. Ten-week-old C57BL/6 wild-type (WT) mice were provided by the Experimental Animal Center of Shandong University. Twelve-week-old male Sprague-Dawley (SD) rats were provided by Vital River (Beijing, China). In summary, we constructed two animal models.

#### 2.2.1 Cranial osteolysis models

The method used to establish cranial osteolysis models in mice has been described in our previous study. WT mice were divided into three groups (n = 7 per group): sham control group (CTL group), Ti particle only group (Ti group), and Ti particles + SE-MET treatment group (SE-MET group). All mice received an intraperitoneal (I.P.) injection of 1% pentobarbital sodium anesthesia at a dose of 50 mg/kg before surgery. Subsequently, each mouse underwent a 0.5-cm sagittal incision, and the periosteum remained intact. To simulate Ti particle-induced osteolysis, 100 μl of 0.1 mg/ml titanium particle suspension was injected directly into the skull and periosteum using a sterile technique in the Ti group and Se-Met treatment group. In contrast, in the sham group, no other intervention was performed, and the full-thickness skin was then sutured. Se-Met (Cat: HY-B1000) was purchased from MCE (Monmouth Junction, NJ, USA), and it was dissolved in sterilized treated drinking water to make an aqueous solution of 1mg/L. The SE-MET group (both rats and mice) was treated with 1 mg/L SE-MET solution instead of normal drinking water, and the mice in the CTL and Ti groups were treated with normal drinking water. The duration of Ti particle-induced osteolysis induction was 4 weeks (22).

#### 2.2.2 Intramedullary nail osteolysis models

Fourteen SD rats with an average weight of 300 ± 30 g were randomly divided into two groups (n = 7 per group): the Ti particle only group (Ti group) and the Ti particles + SE-MET treatment group (SE-MET group). Before surgery, all rats were anesthetized by I.P. injection of 1% sodium pentobarbital at a dose of 40 mg/kg. The knee joint was disinfected and the knee capsule was dissected until the articular surface was exposed. A hole was punched in the intercondylar fossa. Before the Ti rod was implanted, 100 μL of 0.1 mg/ml Ti particle suspension was injected into the bone marrow cavity, and then the rod was inserted into the hole. Residual Ti particles in the joint cavity were cleaned with sterile saline and then closed (23).

### 2.3 Micro-CT Assessment

Femurs with Ti rods and calvarial tissues were initially fixed in formalin and subsequently examined by micro-CT with a Sky-scan1176 scanner and associated analysis software (SkyScan, Aartselaar, Belgium). The scanning parameters were set as follows: 18 μm per layer, under a voltage of 50 kV and a current of 500 μA. Cone Beam Reconstruction software (SkyScan) was used for the reconstruction of three-dimensional (3D) images and to evaluate different histomorphometric measurements: BMD (mg/mm2), BV (mm3), and BV/TV (%).

### 2.4 Histological and immunohistochemical analysis

Paraffin-embedded sections were prepared. Morphological characteristics of the rat femurs were observed using hematoxylin and eosin (H&E) staining. Masson staining (Salorbio, China) was used to stain new immature collagen in the blue zone by tissue coloration. Immunohistochemical staining for osteocalcin (OCN) (ab93876, Abcam, USA), COX2 (ab179800, Abcam, USA), and NLRP3 (ab263899, Abcam, USA) was also performed. Images were obtained using a light microscope.

### 2.5 Cell culture

MC3T3-E1 cells were obtained from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). MC3T3-E1 cells were maintained in α-MEM (Gibco, Brooklyn, NY) containing 10% FBS, 100 μg/ml streptomycin, and 100 U/ml penicillin in a 5% CO2 humidified atmosphere at 37°C, adherent cells were cultured until the cells reached approximately 90% confluence. The osteogenic medium was α-MEM supplemented with 10% FBS, 10 mM β-glycerophosphate, 0.5 mM vitamin C, and 0.1 μM dexamethasone. The induction time of Osteogenesis was induced for 14 d. Osteolysis was induced by adding 10 μg/cm^2^ Ti particles. Cells were cultured in 6-well plates at a density of 1 × 10^5^ cells/well in an incomplete medium and stimulated with 10 μg/cm^2^ Ti particles solution, with or without Se-Met (5 μM) for 24 h. The culture medium and cells were collected for further experiments.

### 2.6 CCK-8 assay

To perform the Cell Counting Kit-8 (CCK-8) assay, MC3T3-E1 cells were seeded in 96-well plates at a density of 5000 cells per well. After allowing the cells to adhere for 12 h, different concentrations of the experimental drug were added to the wells and incubated for 24 h. Following this, 10μL of CCK-8 reagent was added to each well and incubated for another 15 min. The absorbance was measured at 450nm using a microplate reader. The data obtained was then used to calculate cell viability and compare the effects of the experimental drug on cellular proliferation.

### 2.7 Red S staining

After being cultured in osteogenic medium for 2 weeks, MC3T3-E1 cells were washed with PBS, fixed in 4% paraformaldehyde for 20 min, and stained for 30 min with 1% Alizarin Red Staining Solution (Servicebio. Nanjing. China). After the staining, the remaining dye solution was rinsed with distilled water. Stained calcified nodules were observed and photographed under a light microscope.

### 2.8 ALP staining

To assess Alkaline phosphatase (ALP) activity, MC3T3-E1 cells were cultured in osteogenic medium for a week and then fixed in 4% paraformaldehyde for 15 minutes. Following this, the cells were rinsed three times with PBS and stained with BCIP/NBT working solution in the dark for 60 minutes. Microscopic analysis was performed to examine the staining results.

### 2.9 Protein isolation and Western blotting analysis

Total protein was isolated from MC3T3-E1 with RIPA Lysis Buffer (Servicebio Corporation, Nanjing. China). Then the total protein was centrifuged at 12000 RPM for 6 min at 4°, and protein concentrations were measured using the BCA Protein Assay Kit (Beyotime Biotechnology Corporation). Equal amounts of the extracted proteins were electrophoresed on SDS-PAGE gels and transferred onto polyvinylidene difluoride membrane. Subsequently, 5% BSA was used to block the membranes for 1 h at room temperature and membranes were then washed thrice in TBST and incubated with primary antibodies overnight at 4°C, including anti-NLRP3 (1:1000 dilution, SC06-23, ThermoFisher Corporation, USA), anti-iNOS (1:1000 dilution, ab15323, Abcam Corporation, USA), anti-COX2 (1:2000 dilution, 12375-1-AP, Proteintech Corporation, USA), anti-COL1 (1:1000 dilution, 14695-1-AP, Proteintech Corporation, USA), anti-Osteopontin (OPN) (1:1000 dilution, ab214050, Abcam Corporation, USA), anti-RUNX2 (1:1000 dilution, #12556S, Cellsignal Corporation, USA), anti-β-Catenin (1:1000 dilution, 17565-1-AP, Proteintech Corporation, USA), anti-β-tubulin (1:2000 dilution, 10094-1-lg, Proteintech Corporation, USA), and anti-GADPH (1:2500 dilution, ab9485, Abcam Corporation, USA). After washing thrice with TBST buffer, the membranes were incubated with HRP-conjugated anti-goat IgG, anti-mouse IgG, or anti-rabbit IgG as secondary antibodies. The DNR Bio-Imaging System was used to detect protein levels on the membrane.

### 2.10 Real-time quantitative PCR

Total mRNA was isolated from MC3T3-E1 cells using the TRIzol reagent. Complementary DNA was synthesized from total mRNA using the PrimeScript RT Reagent Kit. RNA PCR kit (Servicebio. Nanjing. China) was used for the real-time PCR analysis. All procedures were performed per the manufacturer’s instructions. **Table 1** lists the PCR primer sequences.

**Table 1:** Primers used for quantitative real-time PCR.

Source	Target	Forward primer, 5’-3’	Reverse primer, 3’-5’
Mouse	COX-2 iNOS RUNX-2 Caspase-3 β-Catenin GADPH	GGAACTTTCTGGTCCCTTCAG GCCAAGCTGAAATTGAATGAGGA TTGACCTTTGTCCCAATGC CTCGCTCTGGTACGGATGTG ACGGTGCCGCGCCGCTTATA AGCAGTCCCGTACACTGGCAAAC	TGTGTTTGGAGTGGGTTTCA TTCTGTGCCGGCAGCTTTAAC AGGTTGGAGGCACACATAGG TCCCATAAATGACCCCTTCATCA TAGCCATTGTCCACGCAGCGG TCTGTGGTGATGTAAATGTCCTCT

### 2.11 Immunofluorescence

MC3T3-E1 cells were seeded on coverslips containing osteogenic medium in 24-well plates. The cells were then fixed with 4% paraformaldehyde and permeabilized with 0.2% Triton X-100 (Servicebio. Nanjing. China) for 15 min. They were then blocked with a blocking buffer for 60 min. Next, primary antibodies, including anti-NLRP3 (1:50), anti-COX2 (1:150), anti-OCN (1:200), and anti-β-catenin (1:400), were added to each well and incubated at 4°C for 12 h. Subsequently, the cells were rinsed and incubated for 60 min in the dark with the corresponding secondary fluorescent antibodies (Alexa Fluor^®^488 or 647 (Abcam). Fluorescently stained cells were counterstained with DAPI for 15 min. Cover slides were placed on microscope slides with a fluorescent anti-fade solution (Beyotime) and observed under a fluorescence microscope (Zeiss). Fluorescence intensity was measured using ImageJ software.

### 2.12 Flow cytometry

Briefly, Mc3t3-e1 cells from each group were analyzed using flow cytometry. Cells were stained with annexin V-FITC and propidium iodide for 20 min at room temperature in the dark, according to the manufacturer’s protocol. Apoptosis was detected by CytoFLEX S flow cytometry (Beckman Coulter, Indianapolis, IN, USA). The measured data were analyzed using FlowJo software. The measured data were analyzed using FlowJo software.

### 2.13 ROS assay

To detect intracellular ROS, we used a ROS assay kit. All procedures were performed per the manufacturer’s instructions. Briefly, after washing twice with sterile PBS, MC3T3-E1 cells were stained with 10 μM DCFDA at 37°C for 20 min in the dark and mixed every 4 min. The MC3T3-E1 cells were then washed with serum-free culture medium thrice to reduce interference from excess DCFDA. DCFDA fluorescence intensity in each group was measured using an LSM780 laser scanning confocal microscope (ZEISS, Germany).

### 2.14 Transmission electron microscopy

MC3T3-E1 cells were collected by trypsinization, transferred into 2 mL centrifuge tubes, and fixed with fixative solution (Servicebio, G1102) for 2 h at 4°C. Cells were post-fixed in 1% osmium tetroxide in 0.1 M phosphate buffer (pH 7.4) for 2 h at room temperature (20°C). MC3T3-E1 cells were dehydrated in a graded ethanol series (50%, 70%, 80%, 90%, 95%, 100%, and 100%) for 15 min, and then infiltrated into the embedding solution with propylene oxide overnight. Ultrathin sections (50 nm) were obtained using an EM UC7 ultramicrotome, post-stained with uranyl acetate and lead citrate, and visualized using transmission electron microscopy (24).

### 2.15 Enzyme-linked immunosorbent assay

After culturing MC3T3-E1 cells with different interventions, the medium was collected for enzyme-linked immunosorbent assay (ELISA). IL-1β levels were assayed by ELISA using a commercial kit (Elabscience, Wuhan, China) according to the manufacturer’s instructions.

### 2.16 RNA-seq

The total RNA of MC3T3-E1 cells was obtained using TRIzol Reagent. The extracts were screened, amplified by PCR, and sequenced using an MGI T7 instrument. For bioinformatics analysis, raw reads that contained the adapter or had low quality (Q-value ≤20) were deleted and then located in the mouse-related genome using HISAT2 (version 2.1.0). Samtools was used to sequence the resulting files, and HTSeq (version 0.9.0) analysis was performed to determine the count of each gene. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed.

### 2.17 Statistical analysis

The data are presented as the mean ± standard deviation and were analyzed using GraphPad Prism (GraphPad Software Inc., USA). The software was used for the statistical analyses. Student’s t-test or one-way analysis of variance (ANOVA) was used to determine the statistical significance of differences. Statistical significance was set at P < 0.05

## 3 Results

### 3.1 Se-Met suppresses the severity of Ti particle-induced osteolysis *in vivo*

Ti particle-induced osteolysis has been widely reported in the literature. To investigate the role of Se-Met in Ti particle-induced osteolysis, we established a cranial osteolysis model in mice and an intramedullary nail osteolysis model in rats. We then performed CT scans on both models and analyzed the 3D reconstruction images of the mouse cranial bone lysis model, which showed that the periprosthetic bone mass was significantly damaged in the titanium group, the cranial thickness was thinner than that in the sham control group, and the bone mass was significantly destroyed (**Figure 1A**). However, after the intervention with Se-Met, the bone loss was alleviated significantly, and the quantitative analysis of bone parameters (**Figures 1B–D**) showed that BV/TV, BMD, and BV were significantly higher than those in the Ti group. In the 2D reconstructed images of the rat intramedullary nail osteolysis model, osteolysis around the Ti rod was evident. Compared to the Ti group, osteolysis was significantly reduced in the Se-Met treatment group (**Figure 1E**).

Consistently, H&E and Masson staining and immunohistochemistry confirmed the suppression of periprosthetic osteolysis by treatment with Se-Met in Ti particle-induced osteolysis in mouse and rat models. H&E staining of rat femurs showed absorption of bone structure in the Ti group, and inflammatory infiltration was found in the bone absorption area, while the bone destruction areain the Se-Met group was significantly decreased, and the number of inflammatory cells was also reduced (**Figure 2A**). To further explore the components of inflammatory infiltration, Masson staining of rat femurs showed a large amount of disordered fibrous tissue in the inflammatory infiltration area of osteolysis (**Figure 2B**), which was restored by adding Se-Met. Masson’s trichrome staining was performed using the mouse osteolysis model. It was confirmed that Se-Met alleviated inflammatory fibrous tissue infiltration induced by Ti particles (**Figure 2C**).

**Figure 2:**
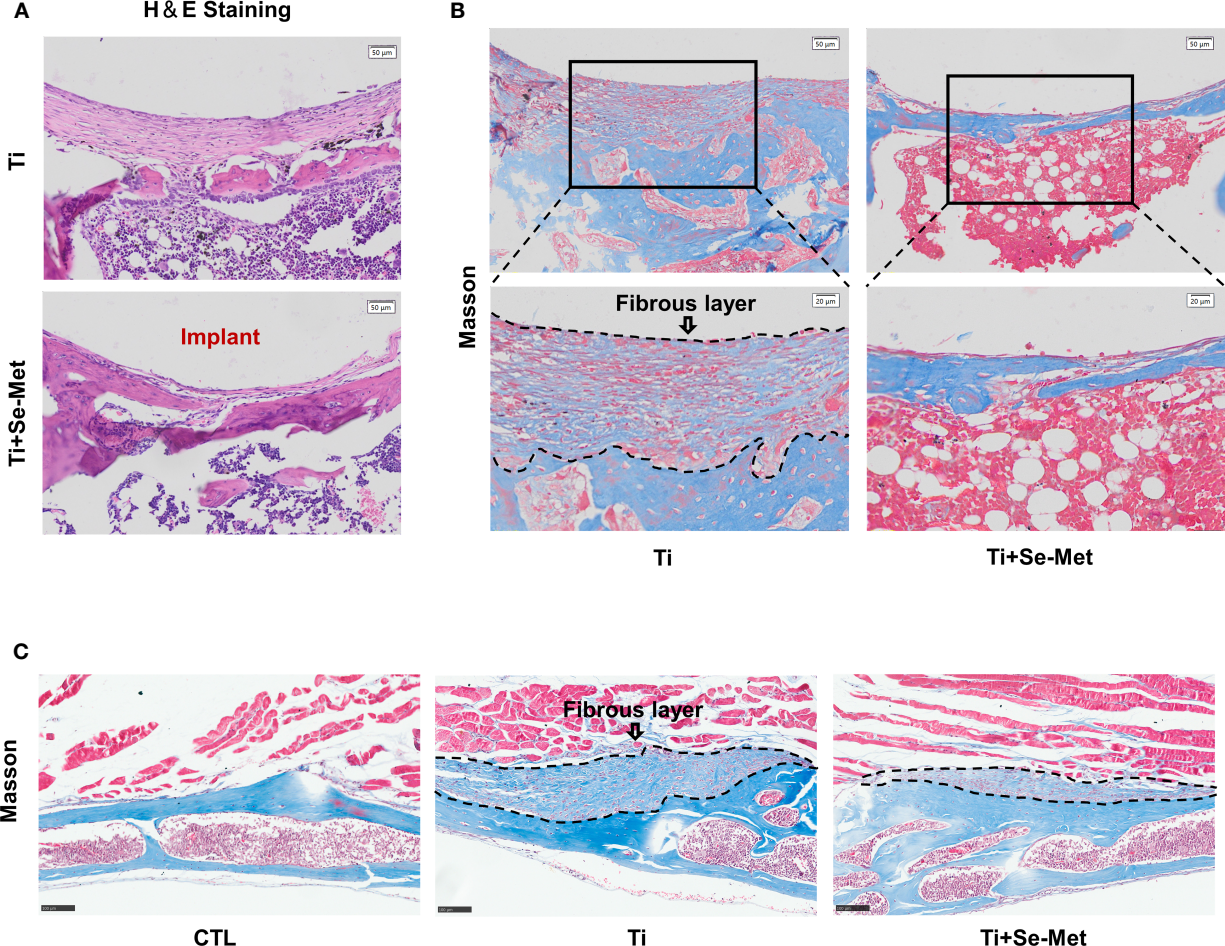
Se-Met rescued Ti-particle-induced osteolysis. **(A)** H&E staining of rat femurs; **(B, C)** Masson staining of rat femurs and mouse cranial bones, the areas marked by black dashed lines are inflammatory fibrous layers.

### 3.2 Effects of Se-Met on inhibition of inflammatory osteolysis *in vivo*

To test the hypothesis that Se-Met may have an inhibitory role in periprosthetic osteolysis, immunohistochemical staining was performed for each group in the mouse skulls. The results showed that the expression of OCN in the Ti particle group was reduced, which could be completely reversed after treatment with Se-Met (**Figure 3A**). The same result was observed in the OCN staining of rat femurs (**Figures 3B, C**). According to previous studies, inflammatory responses play a critical role in Ti particle-induced osteolysis, and inhibition of inflammation in osteoblasts can exert a positive effect on osteolysis. We performed immunohistochemical staining of COX2 and found that the expression of COX2 in the Ti group of mouse skulls was significantly increased compared with the CTL group, while it was reduced in the Se-Met treatment group (**Figure 3D**), and similarly in the COX2 staining of rat femurs (**Figures 3E, F**).

**Figure 3:**
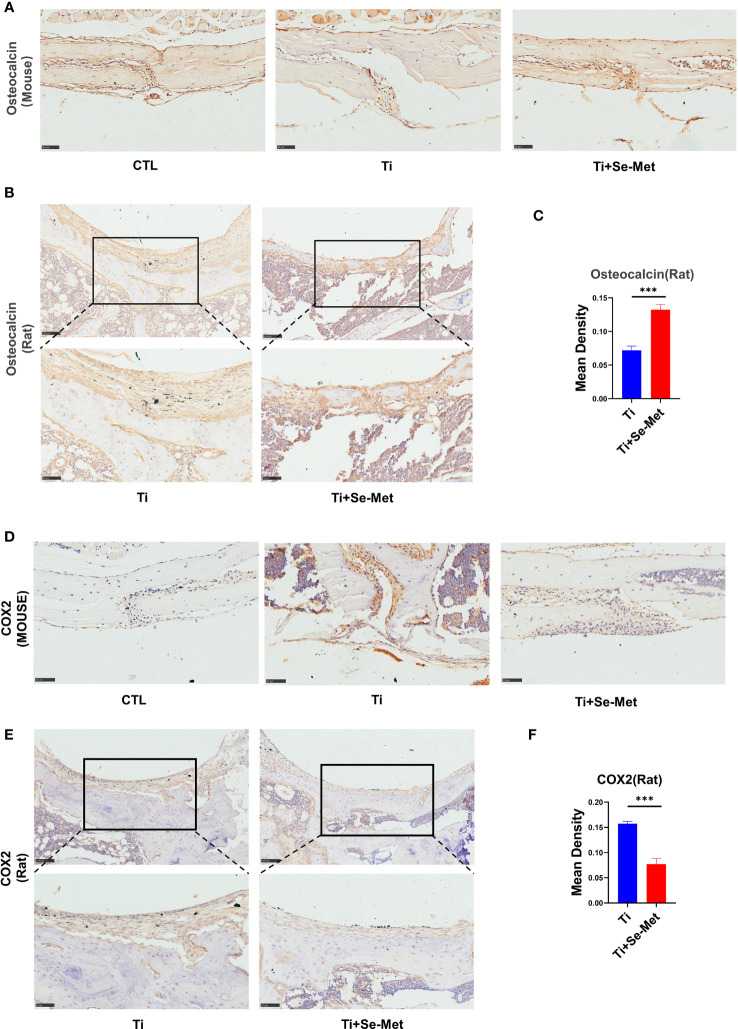
Se-Met rescued Ti-particle-induced osteolysis in Immunohistochemistry. **(A-C)** Immunohistochemical results showed that Se-Met rescued the decreased secretion of OCN induced by Ti particle stimulation; **(D-F)** The results of immunohistochemistry showed that Se-Met inhibited the increase of COX2 expression induced by Ti particles ***P < 0.001.

### 3.3 Se-Met attenuates inflammatory osteolysis induced by Ti particles *in vitro*

As mentioned above, we found that Se-Met rescued osteogenesis inhibition and reduced local inflammation caused by Ti particles *in vivo*, to further verify the conclusion we conducted *in vitro* experiments, osteoblast-related factors, including RUNX-2, OPN, and COL 1, were examined through western blotting, the results showed that osteogenic markers were significantly upregulated in the Se-Met treated group compared with the Ti group, indicating that Se-Met treatment alleviated the Ti particle-induced osteogenesis reduction (**Figures 4A–D**). In addition, the real-time PCR results were consistent with those of western blotting (**Figure 4E**). Immunofluorescence detection showed that OCN expression in the Ti group was significantly lower than that in the CTL group, whereas OCN expression in the Se-Met group was higher than that in the Ti group, which was consistent with the above results (**Figures 4F, G**). We induced osteogenic differentiation of MC3T3-E1 cells stimulated with Ti particles. ALP staining was performed after 7 days, and the results showed that Ti particles could reduce the ALP activity *in vitro*, and Se-Met could restore it (**Figure 4H**). Alizarin red staining was performed after 14 d, and the results showed that Se-Met alleviated the reduction in the mineralization rate caused by Ti stimulation (**Figure 4I**).

**Figure 4:**
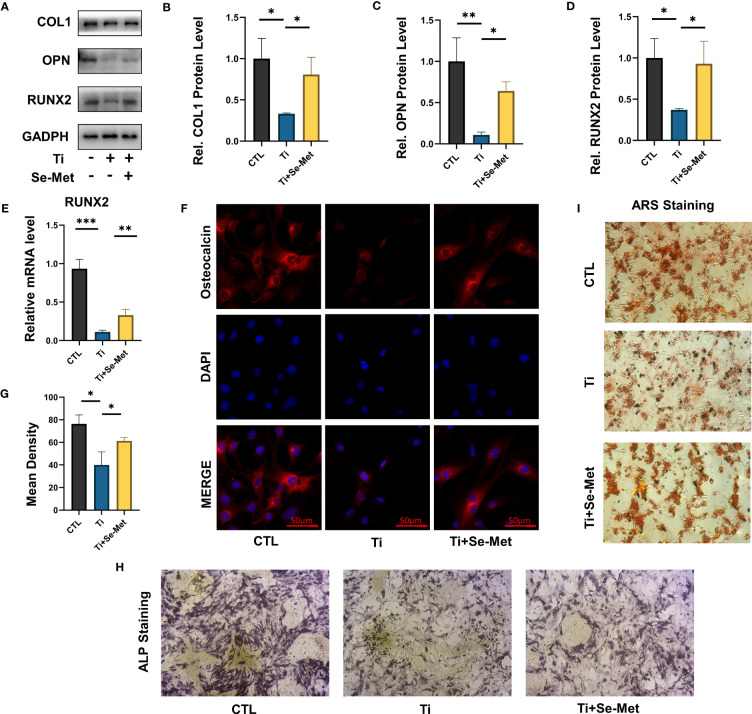
Se-Met has a protective effect on osteoblast dysfunction induced by Ti particles. **(A-D)** Western blot results showed that Se-Met significantly rescued the decreased expression of osteoblast-related factors Col 1, RUNX-2, and OPN caused by Ti particles stimulation; **(E)** Real-time PCR results showed that Se-Met effectively relieves the RUNX2 expression decreased caused Ti particles; **(F, G)** Se-Met treatment rescued Ti particle-induced OCN expression in MC3T3-E1 cells, as assayed by cell immunostaining; **(H)** Representative images of ALP staining at 7 d; **(I)** Representative images of ARS staining at 21 d. * P < 0.05, **P < 0.01, ***P < 0.001.

It is well known that inhibiting the inflammation extent in osteoblasts can exert a positive effect on osteolysis treatment. To further determine whether Se-Met exerts an effect on osteoblasts in inflammatory osteolysis, MC3T3E1 cells were stimulated with Ti particles and cultured in the presence or absence of Se-Met, proteins were collected for western Blotting assay and the results showed that Ti particles stimulation significantly elevated INOS COX2 expression, especially NLRP3, while the additional application of Se-Met substantially recovered their secretion, indicating a lower severity of inflammatory osteolysis (**Figures 5A–D**), COX2 expression was also detected by Immunofluorescence, and the results showed that the increased COX2 expression caused by Ti particles stimulation could be suppressed by Se-Met treatment (**Figures 5E, F**). mRNA was extracted for qPCR to validate the above results (**Figures 5G, H**).

**Figure 5:**
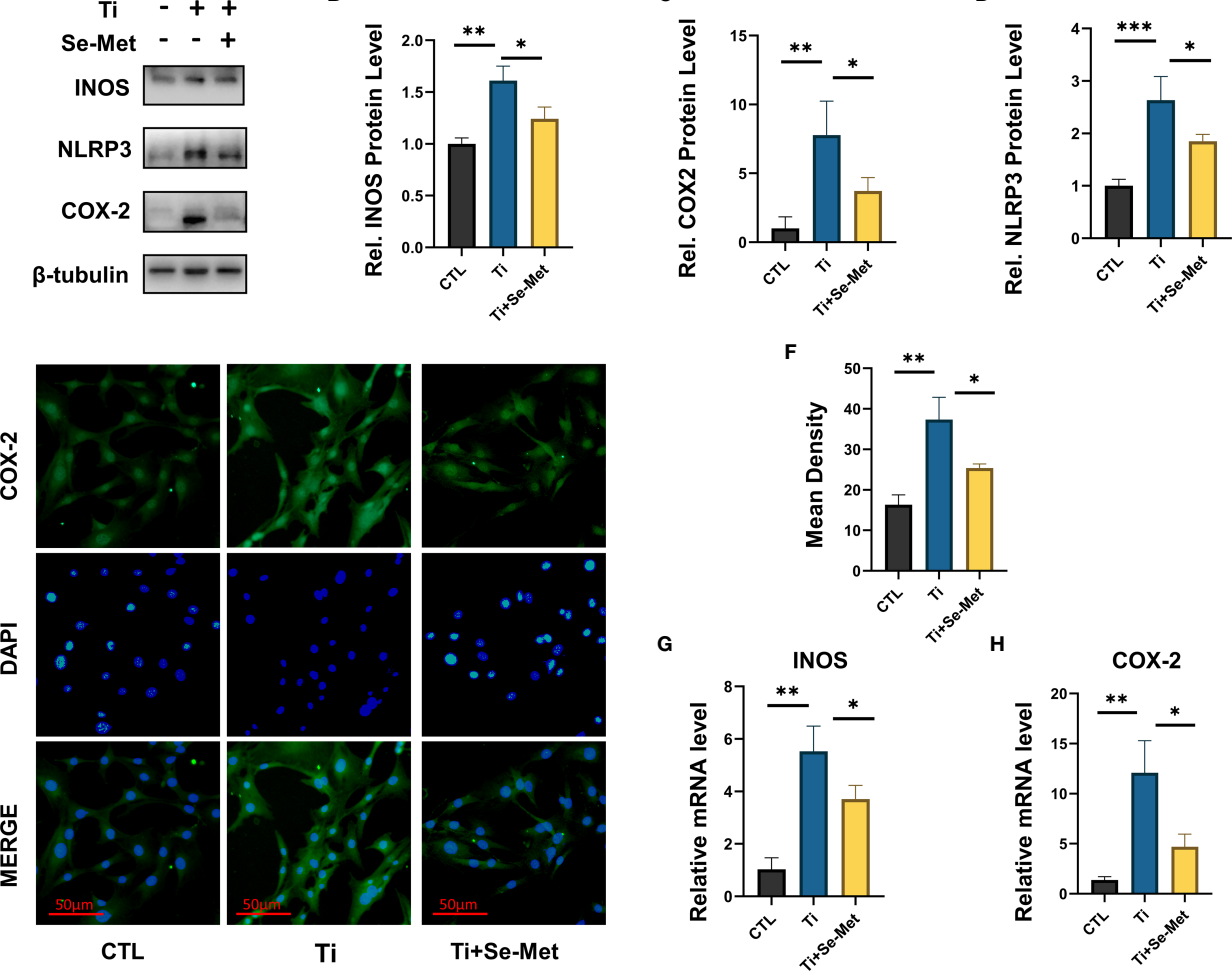
Se-Met has an inhibitory effect on the inflammatory response induced by Ti particles. **(A-D)** Se-Met inhibited the expression of inflammatory cytokines, such as iNOS, COX-2, and NLRP3, which were enhanced with Ti particle stimulation, as indicated by western blot. **(E, F)** Se-Met treatment inhibited Ti particle-induced COX2 expression in MC3T3-E1 cells, as assayed by cell immunostaining. **(G, H)** Se-Met significantly inhibits the upregulation of COX2 and INOS induced by Ti particle stimulation, as shown by real-time fluorescent PCR results. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.4 Se-Met antagonizes mitochondrial ROS-dependent NLRP3 inflammasome activation *in vitro*

Given the fact that inflammatory reactions have detrimental effects on wear debris-induced osteolysis and that the NLRP3 inflammasome plays a critical role in inflammatory responses, we sought to determine whether Se-Met exerts an inhibitory effect on NLRP3 inflammasome activation in inflammatory osteolysis. We evaluated the NLRP3 inflammasome expression in mouse cranial bone through immunohistochemical staining, which showed a significant increase in NLRP3 inflammasome expression in the Ti-stimulated group and a decrease with Se-Met treatment (**Figure 6A**). The rat femur samples also demonstrated that Se-Met reduced the NLRP3 inflammasome expression *in vivo* (**Figure 6B**). The NLRP3 inflammasome expression level *in vitro* was also examined by western blotting, which indicated that NLRP3 inflammasome expression enhancement by stimulation of Ti particles was suppressed by adding Se-Met (**Figure 6C**). We also extracted protein from cells and assayed it by western blotting, which showed that Se-Met treatment reduced the Ti particle-induced elevation in NLRP3 expression (**Figure 6D**). ROS levels were detected using the DCFDA assay (**Figures 6E, F**), which showed that Ti particles enhanced ROS levels, whereas adding Se-Met largely attenuated this effect. Flow cytometry was performed to determine the proportion of apoptotic cells. As shown in (**Figures 6G, H**), the ratio of apoptotic MC3T3-E1 cells increased after stimulation with Ti particles, whereas the addition of Se-Met prevented this effect. Real-time PCR also demonstrated that caspase-3, an apoptosis indicator, was significantly increased by Ti particle stimulation, and se-met treatment alleviated this effect (**Figure 6I**). It is well known that increased ROS generation is closely associated with impaired mitochondrial function. To verify the potential interaction between Se-Met and mitochondrial function, we performed transmission electron microscopy (TEM), high-field images of swollen mitochondria in the MC3T3E1 cells with Ti stimulated showed that the mitochondria surrounded the nucleus, indicating accelerated mitochondrial damage, and these changes were reduced in MC3T3E1 cells with Se-Met treatment (**Figure 6J**). Furthermore, ELISA to detect IL-1β indicated that the enhanced NLRP3 inflammasome production and function induced by Ti particles was alleviated by Se-Met treatment (**Figure 6K**).

**Figure 6:**
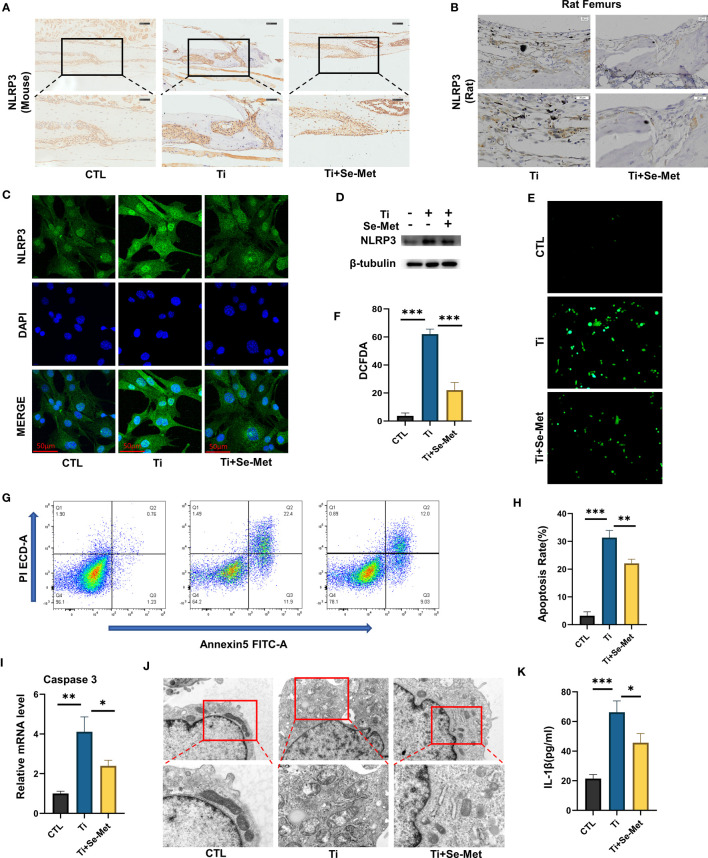
Se-Met antagonizes mitochondrial ROS-dependent NLRP3 inflammasome activation *in vitro*. **(A, B)** Representative images of IHC staining, which showed Se-Met inhibited the up-regulation of NLRP3 expression stimulated by Ti particles *in vivo*; **(C)** Representative images of immunofluorescence staining, which showed treatment of Se-Met inhibited the up-regulation of NLRP3 expression in MC3T3-E1 cells; **(D)** Western blot showed that Se-Met inhibited the rise of NLRP3; **(E, F)** Se-Met antagonized the Ti particle–mediated production of ROS, as detected by the DCFDA assay; **(G, H)** The effect of Ti particles on apoptosis rate of MC3T3-E1 cells was tested by flow cytometry; **(I)** The mRNA were collected from each group, followed by real-time PCR to measure caspase-3 levels; **(J)** Representative TEM images of mitochondria in MC3T3-E1 cells of each group; **(K)** The expression of IL-1β in the culture media of groups of MC3T3-E1, as detected by ELISA. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.5 Se-Met exerts an effect in inflammatory osteolysis induced by Ti particles through the β-catenin signaling pathway

To gain additional insights into the mechanism responsible for the regulation of inflammation and bone formation by Se-Met, we isolated the total mRNA of MC3T3-E1 osteoblasts after stimulation with Ti particles for 24 h, and RNA-seq was analyzed using the MGI T7 platform to generate mRNA profiles. 

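MC3T3-E1 is a line of preosteoblasts derived from mouse calvaria. The RNA-seq values came from 3 libraries, with 1 library per condition. The CTL library was from untreated cells, the Ti library from cells given Ti particles at 10 μg per square centimetre for 24 h, and the Ti+Se-Met library from cells given the same particles and 5 μM Se-Met for 24 h. With 1 library per condition, no difference between conditions had a replicate check, and no p-value was computed across genes. The authors removed reads with adapters or low quality, aligned the others to the mouse genome with HISAT2, counted reads per gene with HTSeq and deposited FPKM values, which are fragments scaled to the length of the transcript and to the mapped fragments of the library, rounded to 2 decimals. The paper's text does not state how FPKM was made from the counts, nor the genome build. The deposited table listed 15287 genes, of which 14467 were above 0 in CTL, 14009 in Ti and 13676 in Ti+Se-Met. Read counts were not used here, so depth was estimated from the values. In short genes with 1 transcript, low FPKM values lie on steps that are worth 1 fragment each, and the size of the steps gives the number of fragments in the library. This gave 14100000 fragments for CTL, 14750000 for Ti and 10450000 for Ti+Se-Met. Settings that fitted nearly as well placed these numbers between 12950000 and 15050000, between 13600000 and 15350000, and between 9650000 and 11100000. The estimate is approximate, since 58.4% of the 101 low values used in CTL lay on a step, against 18.0% by chance. The estimate takes 150 bases off the length of each transcript. With 1 kb left, 1 fragment was worth about 0.0709 FPKM in CTL and 0.0957 in Ti+Se-Met. A gene below 1 FPKM thus rested on few fragments. Ratios below are differences in log2(FPKM + 1) over the 11137 genes with an FPKM of at least 1 in at least 1 library. The added 1 makes the ratio of a low gene smaller. Intervals of a fold are 95% exact conditional binomial intervals on the estimated fragments. They cover counting error only, and compare libraries, not conditions.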

A heat map was plotted, and cluster analyses were performed (**Figure 7A**). 

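Over the 11137 genes, 404 were at least 2-fold higher and 405 at least 2-fold lower in the Ti library than in CTL. In the Ti+Se-Met library, 294 genes were at least 2-fold higher and 370 lower than in CTL. Between the Ti+Se-Met and Ti libraries, 18 genes were higher and 7 lower by 2-fold. A 4-fold threshold gave 57, 49 and 2 genes in place of 809, 664 and 25. A pseudocount of 5 gave 333, 243 and 4, and a pseudocount of 0.1 gave 1251, 1110 and 90. The balance of directions between Ti+Se-Met and Ti changed sides with the setting, with 38 genes higher and 52 lower for a pseudocount of 0.1, and 94 higher and 144 lower at 1.5-fold. Against CTL, the balance depended on the scaling. The FPKM values summed to 448285 in CTL, 526017 in Ti and 514568 in Ti+Se-Met, and with each library rescaled to the same sum (TPM), 233 genes were higher and 864 lower in Ti than in CTL, and 224 higher and 819 lower in Ti+Se-Met. With upper-quartile scaling, the split of Ti against CTL was 242 higher and 535 lower. The median log2 ratio of all genes in Ti against CTL was 0.08 as deposited, -0.14 as TPM and -0.04 with upper-quartile scaling.
The Pearson correlation of log2(FPKM + 1) across genes, which are not independent replicates, was 0.991 between Ti and Ti+Se-Met, 0.956 between CTL and Ti+Se-Met and 0.949 between CTL and Ti. The Ti and Ti+Se-Met libraries therefore joined first in average-linkage clustering. Among genes with a mean FPKM of at least 5, the largest rises in Ti against CTL were in Prl2c2, Il1rl1, Gm10058, Tnfrsf12a and Hmga1, with log2 ratios from 3.25 to 4.42. Gm10058 was listed at 0 in CTL. Reads of Prl2c2 could be split with its near-identical copies. The largest falls were in Otor, Aspn, Postn, Enpep and Npnt, with log2 ratios from -3.92 to -2.59. Between Ti+Se-Met and Ti, the largest rises were in Ptgs2, Dmp1, Pim1, Sparcl1 and Id3, from 1.14 to 1.92, and the largest falls in Txnip, Hmox1, Zfp52, Higd1a and Trp53inp1, from -4.47 to -0.99.

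**Figure D1:**
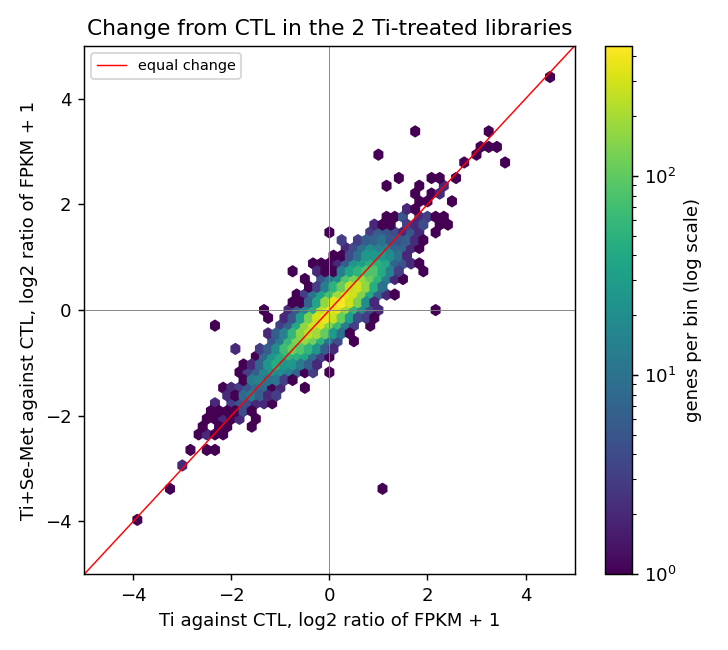
Log2 ratio of FPKM + 1 to CTL for each of the 11137 genes in the Ti library (horizontal axis) and in the Ti+Se-Met library (vertical axis), with the number of genes per bin as colour on a log scale. Most genes lie near the red line of equal change. Of the 2 genes that lie 4-fold or more below it, Txnip had a log2 ratio of 1.08 in Ti and -3.39 in Ti+Se-Met.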

The differentially expressed genes (DEGs) were annotated using GO categories (**Figure 7B**) and KEGG pathway analysis (**Figure 7C**). 

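The deposited table gives GO and KEGG terms for each gene. Of 26 terms read from the labels of Fig. 7B and 7C, 17 had at least 5 genes among the 11137 genes above. For each, the number of genes past 2-fold was set against 10000 random draws of as many genes as were past 2-fold, matched to them on expression in 20 bins, as a description of these libraries. In Ti against CTL, fewer than 2.5% of the draws reached the number of the term for 12 of the 17 terms, and for 10 with a 1.5-fold threshold. In Ti+Se-Met against Ti this held for 2 terms, and for 6 with the 1.5-fold threshold, which moved the number most. The paper shows these terms as significant in the same libraries, so the numbers of terms are not independent evidence. The extracellular matrix term held 49 of the 809 genes (6.06%, against 1.24% of all genes), of which 41 were lower in Ti. The draws held 10.5 of its genes on average, and 0 of them reached 49. The KEGG term ECM-receptor interaction held 13 genes, 11 of them lower, and cytokine-cytokine receptor interaction held 16 genes, 7 higher and 9 lower, a number that 3 of the draws reached. In Ti+Se-Met against CTL, 43 genes of the extracellular matrix term were past 2-fold, 32 of them lower. Only 25 genes were past 2-fold in Ti+Se-Met against Ti. Among them, 6 belonged to the KEGG term systemic lupus erythematosus, and 4 to the nucleosome term, and 0 of the draws reached either number. Of these genes, 5 were higher and 1 lower in the first term, and 3 higher and 1 lower in the second. The median log2 ratio over all tested genes of the term was -0.003 and 0.08. A gene can belong to both terms, so they may not be separate results. Symporter activity and metal ion transmembrane transporter activity, which Fig. 7B shows for Ti against Ti+Se-Met, each had 0 genes past 2-fold there. The draws held only 0.062 and 0.016 of their genes on average, so 0 was likely in any case. These zeros do not count against Fig. 7B, for which the paper gives no threshold.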

Heat map and cluster analysis of inflammatory osteolysis-related genes showed significant differences between the control group and the Ti particle-stimulated group. 

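Of the 34 genes of Fig. 7D, the 17 of the inflammation block were all higher in the Ti library than in CTL, and 16 of the 17 of the osteogenesis block were lower. As TPM, 16 of the 17 inflammation genes were higher, since Tnfsfm13 was then lower in Ti (fold 0.952), and the directions were the same as deposited with median-of-ratios and upper-quartile scaling. The study chose these genes for a figure of the same libraries, so the directions are not independent evidence. Within the inflammation block, 5 genes rose by 2-fold or more as deposited and with median-of-ratios scaling, and 3 with upper-quartile scaling. As TPM, Tnfaip2 (fold 1.92) and Txnip (fold 1.85) stayed below 2-fold. Hmox1 was at 54.84 FPKM in CTL, 203.87 in Ti and 96.48 in Ti+Se-Met, and its fold in Ti against CTL was 3.72 (interval 3.48 to 3.98). Tnfrsf1b rose from 8.58 to 20.4 FPKM and stayed at 18.75 in Ti+Se-Met. Tnfaip2 was at 11.29, 25.38 and 21.17 FPKM in CTL, Ti and Ti+Se-Met. Angptl6 went from 0.68 to 3.77 and then to 1.56 FPKM. Txnip moved from 19.56 to 42.51 FPKM with Ti, but in Ti+Se-Met it was at 0.96 FPKM, far below CTL. Smaller rises were seen in Fadd (3.47 to 4.7 FPKM), Aifm1 (16.18 to 20.54) and Dhx33 (9.7 to 12.25), and the interval of the fold of Casp4 was 1.08 to 1.78. As TPM, the intervals of Fadd, Aifm1, Dhx33 and Casp4 all included equal levels, as did that of Casp4 with upper-quartile scaling. Below 1 FPKM in every library were 6 of the 34 genes, namely Col2a1, Nox4, Mmp7, Tnfsf13b, Tnfrsf26 and Casp14. For these genes except Col2a1, no difference between any pair of libraries was detectable at this depth. In Ti+Se-Met, 32 of the 34 genes were nearer to CTL in FPKM than they were in Ti, the exceptions being Col2a1 and Tnfsfm13. On the log2 scale the number was 31, since Txnip was then farther from CTL than in Ti.

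**Figure D2:**
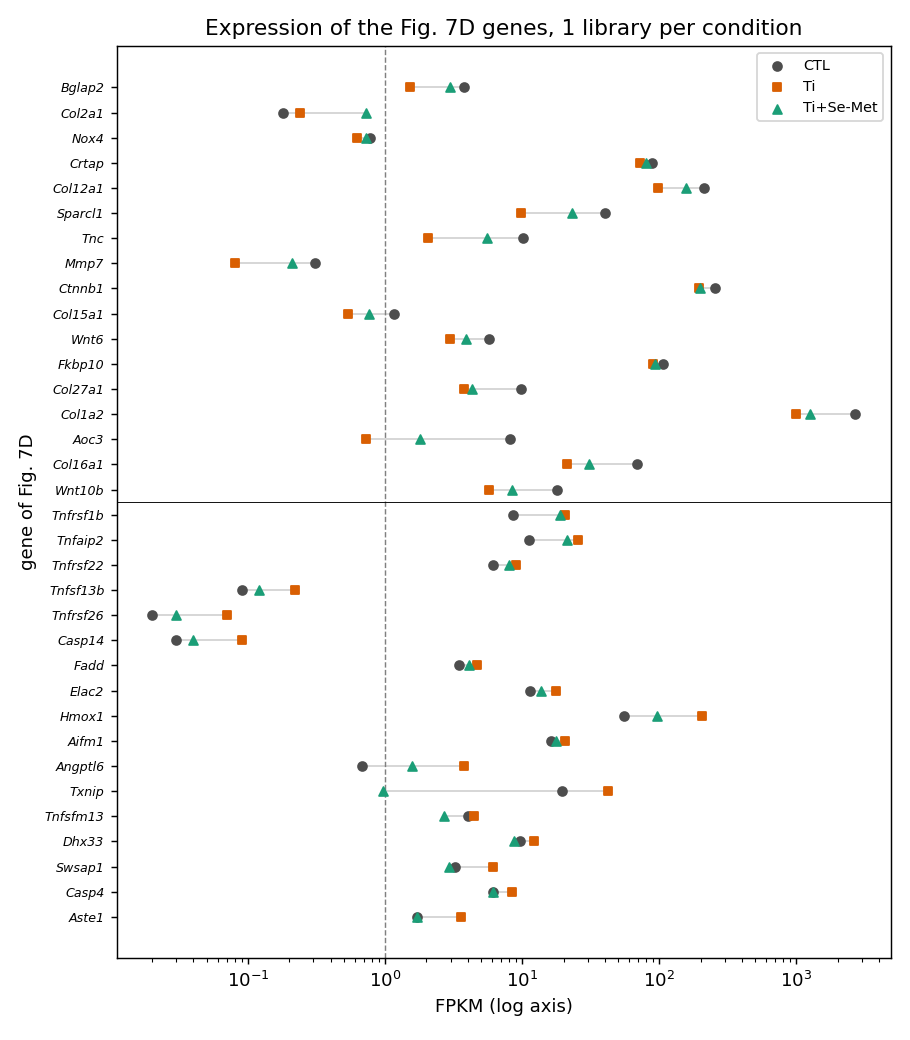
FPKM on a log axis of each gene of Fig. 7D in the CTL, Ti and Ti+Se-Met libraries, 1 library per condition. The upper block holds the osteogenesis genes and the lower block the inflammation genes, and genes left of the dashed line at 1 FPKM rest on few fragments.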

The results indicated a decrease in osteogenesis biomarkers in the Ti particle-stimulated group, while the addition of Se-Met prevented this effect, and we noticed increased β-catenin levels in the Se-Met treatment group, which is consistent with the results of real-time PCR and western blotting (**Figures 7D**, **8A-C**). Moreover, the statistics of the number of differential new genes detected are shown in **Figure 7E**. 

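In the osteogenesis block of Fig. 7D, 8 of the 17 genes fell by 2-fold or more in Ti against CTL. Col1a2 was at 2688.49 FPKM in CTL, 998.91 in Ti and 1256.6 in Ti+Se-Met, so that 23.2% of its fall on the log2 scale was undone. Sparcl1 fell from 39.81 to 9.78 FPKM and stood at 22.88 in Ti+Se-Met. Tnc was at 10.21, 2.05 and 5.52 FPKM. Col12a1 was at 211.52, 97.73 and 155.17 FPKM, and Aoc3 at 8.21, 0.73 and 1.79 FPKM. Bglap2, a gene of osteocalcin, was at 3.76, 1.51 and 2.98 FPKM, and the interval of its fold in Ti+Se-Met against Ti, 0.693 to 6.24, did not exclude equal levels. Its reads could be shared with the near-identical Bglap. Over the block, the median share of the fall that was undone in Ti+Se-Met was 39.3%, and 0 genes passed the CTL level. Col2a1 was the exception in direction, at 0.18 FPKM in CTL, 0.24 in Ti and 0.72 in Ti+Se-Met. The interval of its fold in Ti against CTL, 0.61 to 3.11, did not exclude equal levels.
Ctnnb1, which encodes β-catenin, was at 252.77 FPKM in CTL, 195.86 in Ti and 199.48 in Ti+Se-Met, on an estimated 10737, 8703 and 6280 fragments. The fold in Ti against CTL was 0.775 (interval 0.753 to 0.797). In Ti+Se-Met against Ti the fold was 1.02 (interval 0.986 to 1.05), and 7.18% of the fall on the log2 scale was undone. The log2 ratio in Ti+Se-Met against Ti was 0.026 as deposited. Median-of-ratios scaling between libraries gave 0.093 and upper-quartile scaling 0.096. With the scaling taken as exact, the lower bound of the fold became 1.03 under both, which sets aside counting error but not variation between libraries. As TPM the interval was 1.01 to 1.08.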

We further performed Immunofluorescence in MC3T3E1 cells, which showed that the inhibition of β-catenin expression by stimulation with Ti particles was relieved by adding Se-Met (**Figures 8D, E**). These data illustrate that β-catenin signaling may be involved in the protective effects of Se-Met on Ti particle-induced osteogenic inhibition.

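Genes that β-catenin signaling induces in many tissues were taken as a list fixed before the data were examined, and 10 of its genes passed the filter. The median log2 ratio of the list was -0.11 in Ti against CTL, at the 24.1st percentile of 10000 random lists of the same size matched on mean expression. In Ti+Se-Met against Ti it was 0.02, at the 80.8th percentile, with 6 genes higher and 4 lower. Axin2 was at 8.7 FPKM in CTL, 2.98 in Ti and 2.94 in Ti+Se-Met, and Wif1 at 3.39, 1.03 and 0.94 FPKM. Tnfrsf11b fell from 13.59 to 8.38 FPKM and was at 13.14 in Ti+Se-Met. Lef1 was at 0.31, 0.81 and 1.47 FPKM, and Myc at 14.01, 33.72 and 25.22 FPKM. From the levels of β-catenin in Fig. 7D and Fig. 8A to 8E, which were lower with Ti particles and higher again with Se-Met, the paper proposes that β-catenin signaling takes part in the protective effect of Se-Met. The paper further reports that ICG-001, an inhibitor of this signaling, weakened effects of Se-Met on β-catenin, RUNX2, ROS and NLRP3 (Fig. 8F to 8N). The RNA-seq libraries did not include ICG-001.

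**Figure D3:**
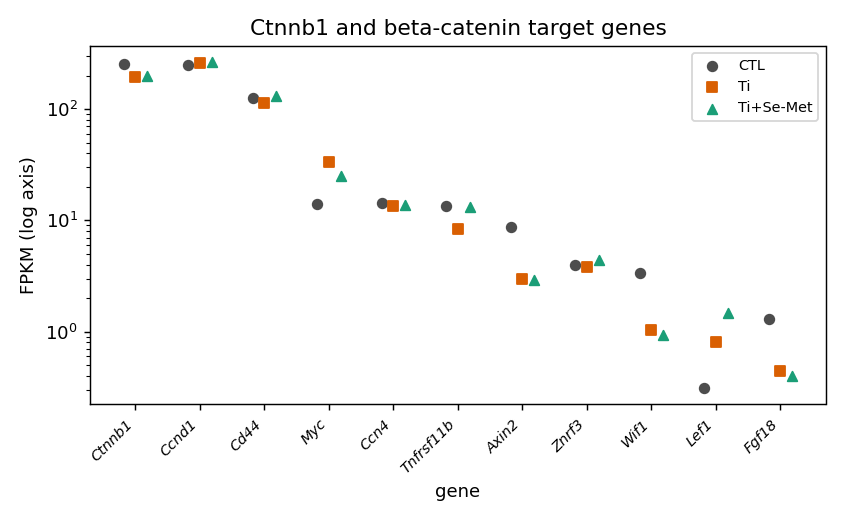
FPKM on a log axis of Ctnnb1 and of the 10 β-catenin target genes in the CTL, Ti and Ti+Se-Met libraries, 1 library per condition. Ctnnb1 and Axin2 are lower in both Ti-treated libraries than in CTL, and Tnfrsf11b is near CTL in Ti+Se-Met.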

**Figure 7:**
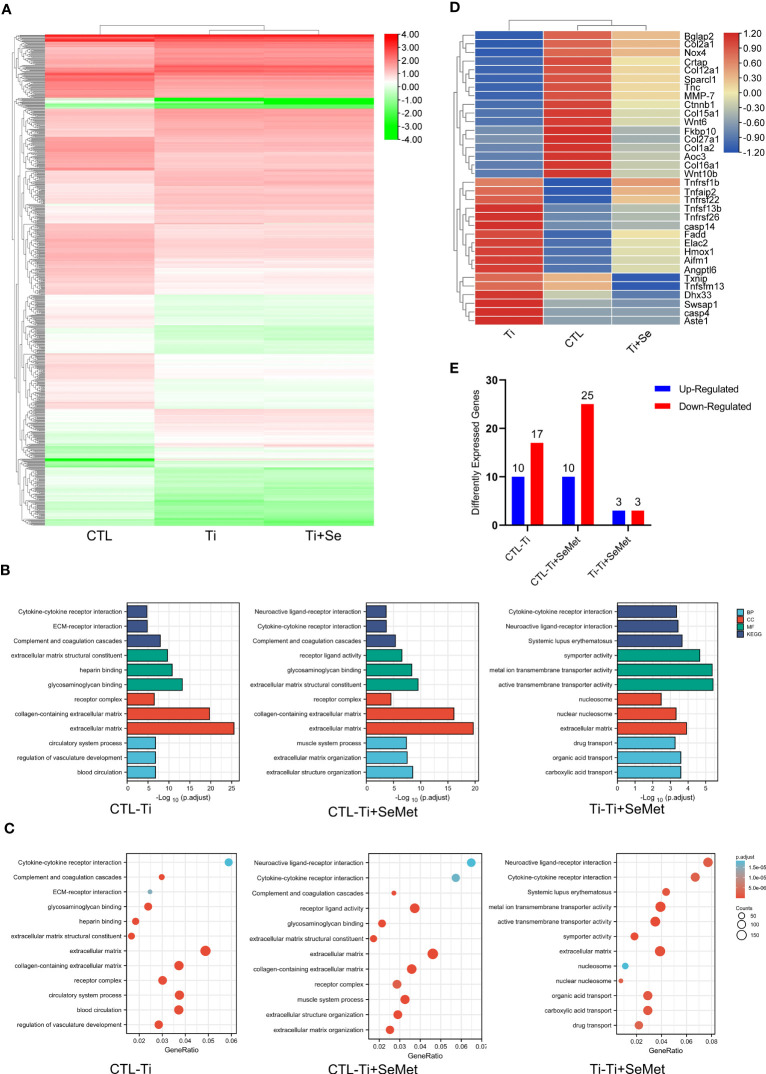
RNA-seq analysis showed that Se-Met rescued osteolysis induced by Ti particles, which was related to the β-Catenin pathway. **(A)** Heat map and cluster analysis; **(B, C)** Significant pathway of GO Enrichment analysis; **(D)** Cluster analysis of osteolysis-related genes; **(E)** Number of differentially expressed novel genes.

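Among the 809 genes past 2-fold in Ti against CTL, 625 (77.3%) were nearer to CTL in the Ti+Se-Met library than in the Ti library. The median share of the change that was undone was 14.7% on the log2 scale, and 3 genes passed the CTL level. For the 57 genes past 4-fold the median was 5.02%. The Ti library enters both differences, so chance alone brings some genes back. In 100 simulated sets of libraries without a Se-Met effect, at the estimated depths, counting error alone gave a mean of 54.7% of genes nearer to CTL. Further variation between libraries with a CV of 0.1 gave a mean of 62.1%, and a CV of 0.2 gave 70.4%, with at most 73.1% in any set. The median share undone in the sets with a CV of 0.2 was 14.8% on average, near that of the data, although those sets held a mean of 118 genes past 2-fold between Ti+Se-Met and Ti, against 25 in the data. The share ranged from 72.7% with a pseudocount of 0.1 to 81.0% for genes with a mean FPKM of at least 5. In the list of osteoblast genes, fixed before the data were examined, the median log2 ratio of 14 genes was -0.76 in Ti against CTL and -0.41 in Ti+Se-Met against CTL. In the 23 collagen genes that passed the filter it was -0.97 and -0.52. In Ti+Se-Met against Ti, the osteoblast genes lay at the 100th percentile of matched random lists (0.28, with 11 higher and 2 lower). The collagen genes lay at the 100th percentile too (0.35, with 22 higher and 1 lower). Both lists hold Col1a1 and Col1a2, and variation between cultures that moves many genes together would also give such shifts.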

**Figure 8:**
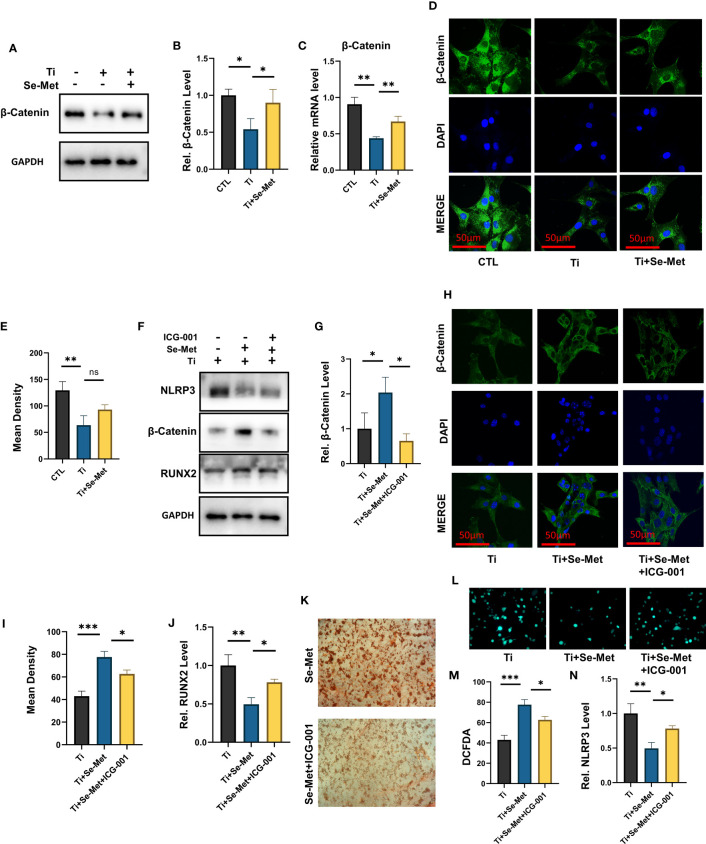
Se-Met antagonizes Ti-particle-induced osteolysis by activating the β-catenin signaling pathway. **(A-C)** The mRNA and total protein were collected from each group, followed by real-time PCR and immunoblotting to measure β-Catenin levels; **(D, E)** Immunofluorescence results showed that Ti decreased the expression of β-Catenin, which was alleviated by Se-Met; **(F)** The total proteins of each group were extracted and detected by Western blot; **(G)** The protective effect of Se-Met against the decrease in β-Catenin induced by Ti stimulation was inhibited by ICG-001; **(H, I)** Immunofluorescence results showed that the addition of SE-met alleviated the decrease of β-Catenin induced by Ti particles, while ICG-001 inhibited this effect; **(J)** WB results showed that the expression of RUNX2 decreased by ICG-001 stimulation; **(K)** Representative images of ARS staining at 21 d, show that ICG-001 inhibited the mineralization rate of MC3T3-E1 cells; **(L, M)** ICG-001 attenuated the ROS inhibitory effect of Se-Met, as detected by the DCFDA assay; **(N)** Western blot results showed that ICG-001 attenuated the down-regulation effect of Se-Met on NLRP3 inflammasome. *P < 0.05, **P < 0.01, ***P < 0.001.

Bearing in mind that indocyanine green-001 (ICG-001) is a targeted β-catenin signaling inhibitor, we used it to pretreat MC3T3E1 cells. Western blotting showed that ICG-001 eliminated the effect of Se-Met in upregulating β-catenin (**Figures 8F, G**). Immunofluorescence results showed that the addition of SE-met alleviated the decrease in β-catenin induced by Ti particles, while ICG-001 inhibited this effect (**Figures 8H, I**). The results showed that the application of Se-Met substantially enhanced RUNX2 secretion, an osteoblast-related factor, whereas adding ICG001 substantially inhibited this effect (**Figures 8F, J**). Alizarin red staining showed that ICG-001 significantly reduced the mineralization rate of MC3T3E1 cells after 21 d of osteogenic induction (**Figure 8K**). Analysis of ROS levels in each group by the DCFDA assay also showed that ICG-001 eliminated the therapeutic effect of Se-Met (**Figures 8L, M**). Western blotting showed that the inhibitory effect of Se-Met on NLRP3 expression was attenuated by ICG-001 (**Figures 8F, N**). These collective results suggest that ICG-001 blocks the beneficial effects of Se-Met in Ti particle-induced osteogenic reduction through the NLRP3 inflammasome-regulated β-catenin signaling pathway.

## 4 Discussion

Wear debris-induced osteolysis is due to an imbalance in bone homeostasis between bone resorption and formation (25), which involves many cells including macrophages, lymphocytes, fibroblasts, osteoclasts, and osteoblasts (26), Previous research has claimed that bone regeneration inhibition is fundamental in osteolysis initiation (27), and the inflammation response in osteoblasts is demonstrated to be related to attenuated osteogenesis (28), Therefore, treatment of inflammation and promotion of osteogenic differentiation can be an effective method for the prevention and curation of wear debris-induced bone loss after TJA.

Se is an essential trace element in animals and humans and is generally taken up from the diet through food or other forms of external supplementation (29). Plants mainly convert Se into Se-Met and incorporate it into proteins instead of methionine (Met) (9). Selenoproteins are anti-oxidants and can regulat redox balance (10, 30), suggesting that Se-Met might be a candidate for treating wear debris-induced osteolysis. However, whether Se-Met is involved in wear debris-induced osteolysis is poorly understood. This study aimed to demonstrate whether Se-Met represents a promising treatment for alleviating wear debris-induced osteolysis *in vivo*. We found that Ti particle-induced osteolysis was significantly reduced by treatment with Se-Met, which also increased the expression of OCN in femoral slices. We aimed to further explore whether Se-Met mediates its pharmacological effect via suppressing inflammation and osteogenic inhibition in MC3T3E1 cells cocultured with Ti particles. We discovered an enhancement of inflammatory cytokines including INOS COX-2 and NLRP3 inflammasome and downregulation of osteogenic biomarkers including RUNX2 COL-1 and OPN with the addition of Ti particles, the application of Se-Met has been found to exert positive effects in both inhibiting inflammatory cytokines and promoting osteogenesis in MC3T3E1 cells.

The NLRP3 inflammasome plays a detrimental role in inflammation and apoptosis in osteoblasts and contributes to wear debris-induced osteolysis (23), and promoting NLRP3 inflammasome in BMSCs can suppress osteogenic differentiation (31). McCall et al. reported that the functional expression of NLRP3 in osteoblasts is possibly related to apoptotic cell death (32), and previous research has verified the ability of Se-Met to decrease the ROS levels and apoptosis rate in the N2A-SW cell model (33), and mitochondria of cells contribute to the NLRP3 inflammasome activation through several mechanisms. In this study, Se-Met treatment suppressed Ti particle-induced ROS and elevated NLRP3 inflammasome expression in osteoblasts, while inflammatory cytokines and apoptosis were downregulated upon Se-Met treatment. Collectively, these findings strongly suggest that Se-Met inhibits Ti particle-induced apoptosis and inflammation by suppressing the NLRP3 inflammasome.

The β-catenin signaling pathway is closely implicated in osteoblastic differentiation and mineralization (34, 35). Previous research has shown that the β-catenin signaling pathway has a crucial effect on inflammatory osteolysis pathogenesis (36), while Se has been reported to promote the migration and osteogenic differentiation of BMSCs (11), and the ability of Se-Met to reduce oxidative stress has been demonstrated (13). In our study, β-catenin levels decreased after stimulation with Ti particles, which could be upregulated by Se-Met treatment. Intriguingly, Se-Met was shown to elevate the expression of osteogenic biomarkers, including OPN, RUNX2, and COL1, and downregulate the NLRP3 inflammasome and ROS expression. To further explore whether Se-Met exerts the function of promoting osteogenesis by regulating the ROS-dependent NLRP3 inflammasome activation via the β-catenin signaling pathway, ICG-001, a targeted β-catenin signaling pathway inhibitor, was applied to coculture with MC3T3E1 cells. Our study showed that osteoblastic differentiation and bone formation were reduced, and the expression of ROS and NLRP3 inflammasome was elevated, indicating that the rescue effect of Se-Met was alleviated by ICG-001 administration. These results suggest that Se-Met antagonizes the inhibitory effect of Ti particles on bone regeneration with the help of β-catenin signaling pathway activation. The NLRP3 inflammasome is a critical component of the innate immune system that mediates caspase-1 activation and the secretion of proinflammatory cytokines IL-1β/IL-18 in response to cellular damage (14), and Se-Met could regulate the activation of the NLRP3 inflammasome, which suggests the great potential of Se-Met in anti-inflammation treatment. Study has demonstrated that biological macromolecules displayed protective effects against intestinal barrier dysfunction (37), which offer important insights on Se-Met in nonimmunogenicity and safety compared with bioactive molecular mimics.

However, there are some limitations exist in our current study. First of all, metal implants may release metal ions into the surroundings and blood *in vivo*, and their side effects need to be considered (38). However, ultra-high molecular weight polyethylene (UHMWPE) wear particles do not have this effect, and UHMWPE wear particles can be used to establish osteolysis models in subsequent studies (39). Second, we constructed two small animal models and lack of biomechanical analysis. Subsequent studies could be performed in a large animal model to verify the protective effect of Se-Met on osteolysis. Finally, the safety assessment of Se-Met supplementation is lacking, and the safety of ingestion of large amounts of Se-Met for the treatment of osteolysis needs to be further investigated (40).

## 5 Conclusion

Collectively, it appears that Se-Met plays a protective role in Ti particle-induced disorganization of osteoblasts and impairment of bone formation during osteolysis by suppressing inflammatory cytokine secretion, reducing apoptosis, and promoting bone formation, which might be associated with the activation of the ROS-dependent NLRP3 inflammasome via the β-catenin signaling pathway in osteoblasts (**Figure 9**). In conclusion, the present study sheds light on the prevention and treatment of wear debris–induced prosthetic loosening in the clinic.

**Figure 9:**
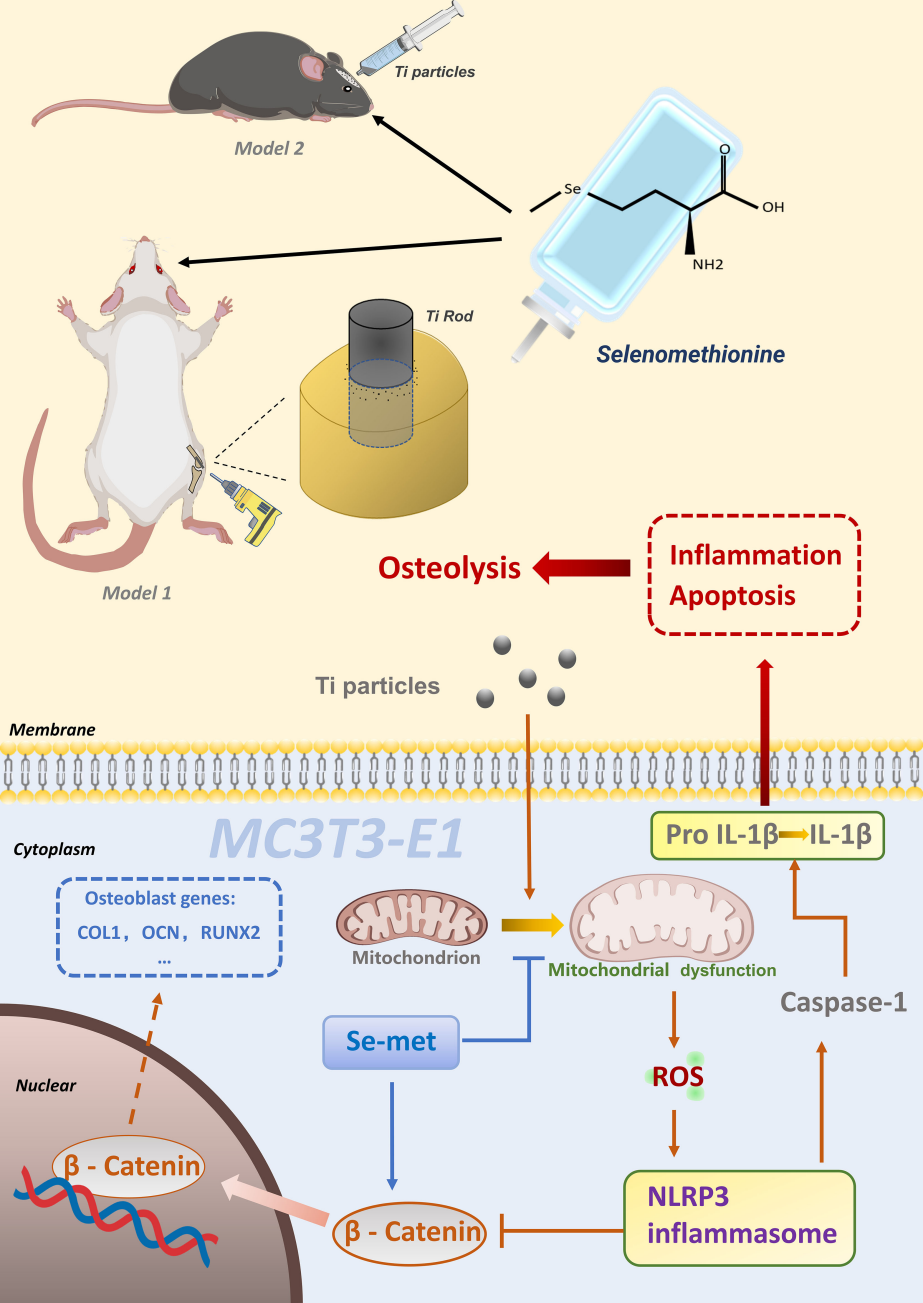
Schematic model of Se-Met in Ti particleinduced osteolysis.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE236911.

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Shandong University.

## Author contributions

RY, YY, ZL, and LL contributed equally to this work as first authors. They designed and performed experiments, analyzed data, and wrote the manuscript. ZX, YZ, CJ, PZ, HLi, YuhL, YW, WL and LN provided technical assistance in experiments and data analysis. YuhL and BL supervised the project and provided guidance throughout the study. HLiu contributed to the manuscript revision and final approval. All authors discussed the results and contributed to the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

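RNA-seq of MC3T3-E1 cells was examined in 3 libraries, CTL, Ti and Ti+Se-Met, with 1 library per condition. The authors removed reads with adapters or low quality, aligned the others to the mouse genome with HISAT2, counted genes with HTSeq and deposited FPKM values per gene, rounded to 2 decimals. Each library's FPKM values are relative to its own total, and no scaling between libraries is stated. The paper's text names neither the genome build nor the way FPKM was made, and gives no threshold for a differentially expressed gene. No coordinates are therefore given. Genes at 0 in all libraries are not listed in the table, which holds 0 duplicated gene names and 0 genes of the mitochondrial genome. Nlrp3, Il1b and Tnf are not listed either, and were not analysed here. Each column of values was matched to a library by its name, and 0 columns were left unmatched.

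From the FPKM values, differences in log2(FPKM + 1) were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes with an FPKM of at least 1 in at least 1 library (11137 of 15287) were kept, and a difference of 2-fold or more was counted. FPKM values are not counts, so no count model was used. With 1 library per condition there was no test across replicates. Gene lists were described by the percentile of their median log2 ratio among 10000 random lists of the same size matched on mean log2(FPKM + 1) in 20 bins. An exact test of functional categories across genes had been planned, and was replaced by 10000 random sets of genes matched on expression, because genes are not replicates.

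The depth was estimated from the steps of 1 fragment in 389 genes with 1 transcript of 350 to 1000 bases, with 150 bases subtracted from each length, using transcript lengths of GENCODE M21 on GRCm38 matched by RefSeq accession. Lengths were found for 95.3% of all genes and for 98.0% of those that passed the filter. With these lengths and depths the values in CTL, Ti and Ti+Se-Met added up to 102%, 104% and 104% of the fragments. The estimated depths gave a 95% exact conditional binomial interval for the fold of a gene between 2 libraries, which covers counting error only. Whole reads could not be recovered for most genes, so the planned split of the Ti reads was not run. The Ti+Se-Met library was the shallowest, so its low values are the least precise.

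The genes named are the 34 genes of Fig. 7D, the genes that the paper measured by other assays or names in its text, and for Ti against CTL and for Ti+Se-Met against Ti the 5 largest rises and the 5 largest falls among genes with a mean FPKM of at least 5. Members of the lists are named where their list is reported. Of the genes that fall under these rules, 1 is not reported here. Arrdc4, Fosl1 and Prl2c3 fall outside the rules, and the last 2 were chosen after their values were seen. These rules, the gene lists apart from a list of short-lived transcripts, and the alternatives were set before the data were examined, except where stated. The alternatives were pseudocounts of 0.1 and 5, no filter, a mean FPKM of at least 5, thresholds of 1.5-fold and 4-fold, and scaling to TPM, by the median of ratios or by the upper quartile.

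The steps were tested on simulated data. Of 200 genes changed 4-fold, 100% were recovered, and 1 of 10679 unchanged genes was called. Where 50% of a change was undone in the simulation, a median of 49.4% was found over 200 genes. Simulated depths of 14000000, 14000000 and 10000000 fragments were estimated as 13850000, 13850000 and 9850000 from 389 genes. Of random lists of 20 unchanged genes, 3.0% fell outside the 2.5th to 97.5th percentile. The differential genes of Fig. 7E that the paper calls new were not analysed here, since no entry of the table is marked as new.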

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

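The tests on scaling, counting noise, gene copies and growth state were chosen after the result was seen, and the test on transcript length and GC content before it.

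Outside the genes that the paper discusses, 7 genes that were above 0 in CTL and had a mean FPKM of at least 5 were 8-fold or more above CTL in a Ti-treated library on the log2(FPKM + 1) scale. Gm10058, at 9.7 FPKM in Ti and 7.95 in Ti+Se-Met, was left out of them because it was listed at 0 in CTL. The highest log2 ratio of Prl2c2 was 4.42, with 15.48 FPKM in CTL, 351.05 in Ti and 340.68 in Ti+Se-Met. It was 3.58 for Il1rl1 (17.56, 221.62 and 134.79 FPKM), 3.32 for Tnfrsf12a (28.15, 278.01 and 289.19 FPKM) and 3.25 for Hmga1 (33.11, 324.18 and 301.9 FPKM). Fosl1 reached 3.00 (10.18, 88.45 and 84.3 FPKM) and Prl2c3 reached 3.12 (0.97, 16.03 and 16.08 FPKM). Dmp1, a gene of late osteoblasts and osteocytes, rose in steps from 0.45 to 3.64 and 13.85 FPKM, with a log2 ratio of 3.36 in Ti+Se-Met against CTL. The difference has no replicate check in any of them, and the limit of 8-fold was not set before the data were examined.

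Scaling of the libraries argues little for these rises, since the smallest log2 ratio under TPM, median-of-ratios and upper-quartile scaling was 2.83, and 6 of the 7 genes stayed 8-fold or more above CTL under each. Counting noise is also excluded as the whole cause, with a smallest lower bound of 7.61 for the fold. Lists of genes matched on transcript length, GC content and expression had a median log2 ratio of 0.23 in Ti against CTL. This does not decide whether length or GC content contributed, because the 7 genes were chosen for the size of their rise. Reads moving between copies of the Prl2c family would leave its sum unchanged, but the summed FPKM of its 3 listed members rose 22.3-fold. The growth state of the cultures cannot be told apart from the treatment, because each condition was 1 culture. Proliferation genes lay at the 100th percentile of matched lists in Ti against CTL, with a median log2 ratio of 0.68, so a difference in density or growth between the cultures may have contributed. A response to Ti particles stays open as a biological explanation for both Ti-treated libraries, and it was not tested.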

How the results depend on the processing

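No paired analysis was possible because each condition had 1 library. For the same reason no library was left out.

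The numbers of genes past 2-fold depended on the pseudocount and the threshold. For Ti against CTL, the main number of 809 became 1251 with a pseudocount of 0.1, 333 with a pseudocount of 5, 2989 at 1.5-fold and 57 at 4-fold. For Ti+Se-Met against CTL, 664 became 1110, 243, 2469 and 49 under the same settings, and 1043 with TPM. For Ti+Se-Met against Ti, 25 became 90, 4, 238 and 2, and 12 for genes with a mean FPKM of at least 5. A higher threshold, a higher pseudocount or a filter leaves fewer genes by construction, and TPM lowers every gene of Ti+Se-Met against CTL by the same factor. With no filter, the numbers were the same by construction, because a gene below 1 FPKM cannot reach 2-fold after 1 is added, so this says nothing about stability. A pseudocount of 0.1 without a filter, chosen after seeing the data, gave 2012, 1947 and 574 genes. The other scalings gave between 771 and 1097 genes for Ti against CTL. Median-of-ratios scaling shared 744 genes with the main setting there.

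The library similarity was the correlation of Ti with Ti+Se-Met less the higher of the other correlations, 0.035 over all genes. The Ti and Ti+Se-Met libraries joined first under 5 of the 6 alternatives. Over the 34 genes of Fig. 7D alone the value was -0.020, and Ti+Se-Met joined CTL first, since its correlation with Ti was lower than its correlation with CTL. The study chose these genes for a figure of the same libraries, and the cause was not tested. The number of Fig. 7D genes nearer to CTL in Ti+Se-Met, 32 of 34 in FPKM, was 31 on the log2 scale and between 30 and 32 under all 5 alternatives. For Ctnnb1, the log2 ratio in Ti against CTL was -0.37 and became -0.60 with TPM, -0.41 with median-of-ratios and -0.50 with upper-quartile scaling. In Ti+Se-Met against Ti, 0.026 became 0.093 with median-of-ratios and 0.096 with upper-quartile scaling, where the interval of the fold no longer included equal levels. These changes follow from the scaling factors by construction. The share of Ti-changed genes nearer to CTL, 77.3%, moved to 73.7% at 4-fold, 72.7% with a pseudocount of 0.1 and 81.0% for genes with a mean FPKM of at least 5. The cause was not tested. The number of Fig. 7B and 7C terms ahead of random draws in Ti+Se-Met against Ti was 2, and 6 at 1.5-fold, where 238 genes in place of 25 entered by construction. In Ti against CTL it was 12, and 10 at 1.5-fold.

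Among the lists, a change of side around the middle of the random lists was seen only for lists that lay within the range of the random lists in the main setting. For genes with a mean FPKM of at least 5, the percentile of β-catenin target genes in Ti+Se-Met against CTL went to 33.1 (5 genes left), that of inflammasome genes in Ti against CTL to 47.9, that of NF-kB response genes to 47.2 and that of selenoprotein genes to 43.8, and that of short-lived transcripts in Ti+Se-Met against Ti to 65.6. Fewer genes were left in each by construction. With random lists matched also on transcript length, an alternative chosen after seeing the data, the inflammasome genes in Ti against CTL went to 40.0, selenoprotein genes to 30.2 and selenium-sensitive selenoprotein genes to 37.4. Nuclear respiratory chain genes in Ti+Se-Met against CTL went from the 65.7th percentile to 1.66, below the range, and ribosomal protein genes in Ti+Se-Met against Ti to 96.2. The cause of these changes was not tested, apart from the transcript length that the added matching removes. The log2 ratio of Gapdh, Ti+Se-Met against Ti, changed sign, from -0.06 to 0.0081 with median-of-ratios and 0.011 with upper-quartile scaling, by construction, since the scaling moves every gene of a library by the same factor. Of the other values of named genes, 107 moved beyond their counting interval and 387 did not. For the lists, 6 other percentiles became weaker and 1 became stronger.

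The depth limits the genes below 1 FPKM, and most of all the Ti+Se-Met library. No value was computed for the new genes of Fig. 7E, for the mitochondrial genome list, which had 0 listed members, or for the split of the Ti reads, which was not run.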

Differences from the paper's values

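Fig. 7D colours each gene by a row z-score, and its values were read by matching the colours of the picture to its colour bar. For 32 of the 34 genes, the figure and the z-scores of log2(FPKM + 1) differed by at most 0.15 in every library. On the FPKM scale this held for 27 genes. Col2a1 and Ctnnb1 differed on both scales.

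For Ctnnb1, the paper's z-scores are about 1.0 in CTL, about -0.99 in Ti and about -0.05 in Ti+Se-Met in Fig. 7D, read from its colours. The deposited values gave 1.15, -0.63 and -0.52 on the FPKM scale, and 1.15, -0.64 and -0.51 on the log2 scale. Of the alternatives set before the data were examined, median-of-ratios and upper-quartile scaling brought CTL within the reading error, with 1.13 and 1.14, but not Ti (-0.78 and -0.75) or Ti+Se-Met (-0.35 and -0.39). A pseudocount of 0.1 and TPM closed none of the gaps. The colours of the figure place about 47% of the change from CTL to Ti as undone in Ti+Se-Met. On the log2 scale the deposited values gave 7.18%, and they gave 9.71% as TPM, 22.7% with median-of-ratios and 19.1% with upper-quartile scaling.

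For Col2a1, the paper's z-scores are about 0.83 in CTL, about -1.1 in Ti and about 0.32 in Ti+Se-Met in Fig. 7D, read from its colours. The deposited values gave -0.68, -0.47 and 1.15 on the FPKM scale, and -0.69, -0.45 and 1.15 on the log2 scale. The figure shows the lowest level in Ti, and the deposited values show the lowest level in CTL. The interval of the fold in Ti against CTL, 0.61 to 3.11, did not exclude equal levels. The level in Ti+Se-Met was above that in CTL (fold 4.0, interval 2.06 to 8.54), while the figure shows the opposite order. None of the alternatives set before the data were examined closed these gaps.

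The paper states that β-catenin was increased in the Se-Met treatment group in Fig. 7D. In the deposited values, Ctnnb1 was 1.02-fold higher in Ti+Se-Met than in Ti (interval 0.986 to 1.05), and with the deposited scaling counting error alone could give this difference. Under TPM, median-of-ratios and upper-quartile scaling the fold was 1.04, 1.07 and 1.07, with log2 ratios of 0.093 and 0.096 under the last 2. The lower bounds of the intervals were then 1.01, 1.03 and 1.03. Under these scalings, taken as exact, counting error alone would not give the difference. The intervals leave out variation between libraries, so with 1 library per condition they cannot call Ctnnb1 higher with Se-Met.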

Other observations

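The tests on scaling of the collagen list, variation between cultures, counting noise of Txnip and Ptgs2, the NF-kB list and the histone list were chosen only after the result was seen.

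The return of Ti-changed genes towards CTL in Ti+Se-Met was larger than independent noise in the shared Ti library gives. At a CV of 0.2 the highest simulated share was 73.1%, against 77.7% for the same genes in the data. For well-counted genes, the spread between Ti+Se-Met and Ti allows a CV of at most 0.0939 per library, and that CV gave a mean of 61.8% and at most 65.8%. Scaling argues little for it, since the lowest share under 3 other scalings was 73.6%, above the highest simulated share of 71.3% with the same scaling. Genes raised by Ti had a median of 20.3% of the change undone and genes lowered by Ti 10.6%, a difference of 9.73 percentage points (resampling of genes, 6.84 to 12.97). With median-of-ratios scaling the difference was 1.30, and for genes past 4-fold the order was the opposite, with 2.72% undone for raised and 9.24% for lowered genes, so a uniformly weaker Ti effect cannot be told apart from an uneven one. Variation between cultures that moves many genes together would also give a return, here with a median of 14.7% undone. It cannot be told apart from an effect of Se-Met with 1 culture per condition.

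Short transcripts were higher and long transcripts lower in both Ti-treated libraries. In Ti against CTL, the median log2 ratio was 0.37 over the 2184 genes with the shortest transcripts (median length 1226 bases) and -0.16 over the 2183 with the longest (median 6113 bases). Ribosomal protein genes had a median log2 ratio of 0.51 in Ti against CTL, at the 99.7th percentile of lists matched on expression. Matching also on transcript length in 5 steps placed them at the 92.8th, and in 10 steps, chosen after the data were examined, at the 77.5th, so a length trend may account for most of this rise. With the 10 steps, nuclear respiratory chain genes went from the 99.9th to the 67.5th percentile, with a median log2 ratio of 0.48. The trend could come from RNA fragmentation or library preparation, or from the cells, and this was not tested. The fall of the collagen genes is not accounted for by it. Their median log2 ratio of -0.97 was at percentile 0 among lists matched also on transcript length, whose median was -0.14, and at percentile 0 among lists matched also on GC content. Scaling of the libraries left a median of -1.01 or lower. Without the 5 collagen genes of Fig. 7D the median was -0.89.

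Txnip, which the paper shows in Fig. 7D among inflammation genes, was 44.3-fold lower in Ti+Se-Met than in Ti and 20.4-fold lower than in CTL. Counting noise cannot give this, as the lower bound of the fold against Ti was 30.0. A general loss of short-lived transcripts would lower other such genes, but a list of 13 of them, written after the data were examined, lay at the 31.5th percentile. A candidate explanation is lower activity of MondoA, a glucose-sensing transcription factor that drives both Txnip and Arrdc4. This predicted a fall of at least 2-fold in Arrdc4, and its log2 ratio was -1.13, with 1.77 FPKM in CTL, 4.23 in Ti and 1.39 in Ti+Se-Met (fold of Ti against Ti+Se-Met 3.04, interval 2.11 to 4.62). This is a hypothesis from 1 further gene, and a difference in medium glucose or in the time of harvest between cultures would act on the same factor.

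Ptgs2, the gene of COX2, was at 6.1 FPKM in CTL, 13.0 in Ti and 51.82 in Ti+Se-Met. The paper reports lower COX2 with Se-Met than with Ti alone by other assays, on other samples. Those assays measured the protein and, by real-time PCR in MC3T3-E1 cells, the mRNA. In the libraries here, the fold of Ptgs2 in Ti+Se-Met against Ti was 3.99, and its lower bound of 3.68 excludes counting noise. A general NF-kB response is left open, with the list of NF-kB response genes, which includes Ptgs2, at the 95.7th percentile in Ti+Se-Met against Ti and a median log2 ratio of 0.06. Of other genes that the paper measured by other assays, Spp1, the gene of osteopontin, was at 1261.19, 3705.78 and 4659.49 FPKM in CTL, Ti and Ti+Se-Met. The paper reports less osteopontin with Ti by western blot, which measures protein and not RNA. Runx2 was at 26.77, 17.14 and 22.97 FPKM, and Col1a1 at 1333.19, 354.2 and 481.63 FPKM. Nos2 stayed below 0.2 FPKM, at 0.17, 0.06 and 0.12. Bglap was at 0.46, 0.8 and 0.31 FPKM, Il18 at 7.9, 4.9 and 5.11 FPKM and Il6 at 0.99, 0.68 and 1.35 FPKM, and Casp1 was listed at 0 in Ti. Gapdh, for which the paper lists primers, was at 1594.46, 2628.23 and 2523.18 FPKM, and Tubb5, a β-tubulin gene, at 263.17, 420.96 and 553.98 FPKM.

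Without a filter and with a pseudocount of 0.1, 574 genes were past 2-fold between Ti+Se-Met and Ti, and 84.3% of them were below 1 FPKM in every library. Among genes with a length, counting noise alone gave 63.8% as many in the simulation as in the data, so most such differences may be noise.

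Histone genes of the replication-dependent kind had a median log2 ratio of 0.52 in Ti+Se-Met against Ti, at the 100th percentile of matched lists, so counting noise shared by genes of that level does not account for it. With a mean FPKM of at least 5 only 6 of the 22 genes were left, and the percentile was 82.3, so the rise rests on genes with low values. Such transcripts mostly lack a poly(A) tail, and a difference in RNA selection between libraries stays open and was not tested.

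For the other lists, percentiles among matched lists were as follows. In Ti against CTL, ATF4 and unfolded protein response genes were at the 100th percentile (median log2 ratio 0.80), NRF2 target genes at the 99.2nd (0.54), TGF-beta response genes at the 99.7th (0.63), interferon response genes at the 0.01st (-0.49) and cholesterol synthesis genes at the 0.825th (-0.16), or within the range of random lists at the 3.08th with matching also on transcript length. In Ti+Se-Met against Ti, ATF4 and unfolded protein response genes were at the 0.20th (-0.24), p53 target genes at the 0.02nd (-0.27), cholesterol synthesis genes at the 100th (0.38, with 19 of 19 genes higher), proliferation genes at the 100th (0.29), TGF-beta response genes at the 100th (0.51) and interferon response genes at the 99.8th (0.13). Nuclear respiratory chain genes were at percentile 0 there (-0.19, with 65 of 75 genes lower), also with matching on transcript length. Selenoprotein genes were at the 16.3rd percentile (-0.11), and the 4 selenium-sensitive ones at the 90.0th (0.11), or at the 97.1st with matching also on transcript length. Inflammasome genes were at the 53.9th percentile in Ti against CTL (0.02, and -0.02 with median-of-ratios scaling) and the 33.8th in Ti+Se-Met against Ti. Of these 7 genes, 2 are shown in Fig. 7D. Without them the median log2 ratio was -0.35 in Ti against CTL and 0.05 in Ti+Se-Met against Ti. The 7 genes do not include Nlrp3 or Il1b, which are not listed, or Casp1, which was below 1 FPKM in every library. The percentiles of this list therefore do not test the levels of Nlrp3, Il1b and Casp1. The 2 blocks of Fig. 7D, which the study picked from these libraries, were at percentile 0 (osteogenesis, -1.14) and at the 100th percentile (inflammation, 0.75) in Ti against CTL.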
